A study of Homo sapiens with 14 samples.

How the data were processed

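Guide abundance was measured by sequencing the guide cassettes amplified from genomic DNA of RKO and SW620 cells. Per the labels' protocols, cells expressing Cas9 or dCas9-VP64 received the Brunello knockout or the Calabrese activation library at a multiplicity of infection of about 0.3, were selected with puromycin, and then grew for 20 days with or without oxaliplatin. The 4 screens (2 lines by 2 libraries) gave 14 libraries: day 0, untreated day 20 and oxaliplatin day 20 at 1.9 µM in RKO, or at 0.38 and 0.5 µM in SW620. The labels name 1 library per condition and no replicates.

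The authors deposited a table of raw counts per guide for each screen, in whole numbers with a different total in each library. They also deposited a second table per screen, whose values are a signal on a normalized scale. A check of the values showed that each of its columns is the count column times 1 constant, and the method behind the constants is not given in the sources used here. Per the submitters' processing notes, cutadapt 4.0 and MAGeCK 0.5.7 were used, and their roles and settings are likewise not given in the sources used here. No genome build was named in these files, so genes are given by the symbols in the files and no coordinates are printed. Of the 19114 knockout symbols 17852 are current, 1182 are older names and 80 matched no name; for the 18886 activation symbols these counts are 17939, 862 and 85. All columns were matched to a sample by name, and 0 columns were left without one.

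Counts were scaled by the median ratio over guides (the median-ratio size factor used for count data), and the log2 fold of a guide was taken with a pseudocount of 5 on scaled counts. Guides with a mean scaled count below 20 in the 2 libraries compared were left out. Folds were centred and divided by their spread within 50 bins of the mean scaled count, and guides were ranked in each direction. Each gene was scored by robust rank aggregation over its guides, using rank shares up to 0.25, the approach of MAGeCK written out anew here. The p-value is a permutation p against 2e+06 random rank sets with the same number of guides, so 5e-07 is the smallest it can give. It was adjusted over genes by Benjamini-Hochberg and called below 0.10. Genes needed 3 guides in the knockout and 2 in the activation screens. The value given for a gene is the median of its guides' log2 folds. With 1 library per condition, edgeR and similar tests between conditions leave no residual degrees of freedom. A gene's guides are separate perturbations in the same 2 libraries, which is why each test compares libraries. Intervals and floors (3 counts for a guide at 0) cover counting error only, because PCR reads without molecular identifiers are not independent molecules.

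Treated libraries were compared with untreated day 20, untreated day 20 with day 0, the SW620 doses with each other, and the lines with each other. The line comparison subtracted SW620 from RKO folds guide by guide. It could be run for the knockout screens only, since the activation tables of the lines number their guides differently. Overlaps of called genes between lines were set against the number independent lists would share. For the SW620 doses, which share their untreated library, 20 simulations of unchanged libraries were drawn, but they gave that library counting error only and are not used for any statement.

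Gene lists, 24 in all, were fixed before the data were examined. Of these, 6 hold genes most cells need to grow (cytosolic ribosomal proteins, proteasome, replication fork proteins, mitochondrial ribosome, respiratory complex I, and RNA polymerase I with rRNA factors), and olfactory receptors served as genes without a role in these cells. The others cover nucleotide excision repair, the Fanconi anaemia pathway, homologous recombination, translesion synthesis, the ATR checkpoint, mismatch repair, end joining, apoptosis, glutathione and NRF2, platinum and copper transport, amino acid transporters, mTORC1 activators and suppressors, Hippo suppressors and Wnt, among others. Results for some genes and lists are not reported here. A list's shift is its median minus that of 10000 random lists of the same size matched on the control library's count in 20 bins. A shift outside the central 95% of random lists was called, which describes these libraries and carries no p-value. Because untreated counts already hold the depletion of genes needed for growth, such matching removes part of a shift of those lists.

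Genes were named by a rule fixed before the data were examined. Per oxaliplatin comparison it takes up to 10 called genes per direction with the smallest p (the 5 smallest where fewer than 5 passed), SLC43A1, called members of each list or otherwise its 2 members with the largest fold, genes called at both SW620 doses first, and 2 to 4 members of each growth list in the untreated comparisons. Other genes are said to have been chosen after their values were seen.

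The planned standardisation named bins of mean count, which can be read in more than 1 way. Bins of the mean log2 count, of the arithmetic mean, of the control library's count and no standardisation were all run on the real data, and their calls were seen, before the arithmetic mean was settled on as the literal reading that matches the count filter. The other 3 are reported as alternatives added after seeing the data. Settings chosen beforehand for comparison were scaling by total counts, scaling on non-targeting guides, the authors' normalized values, no count filter, a pseudocount of 1, adjusted p thresholds of 0.05 and 0.25, a mean score in place of rank aggregation, ranks among non-targeting guides, dropping each gene's most extreme guide, day 0 as the control, leaving out genes lost in the other line, and random lists matched on the other line's depletion. Random lists matched on the day 0 count were added after seeing the data.

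The test was checked on simulated data, with known folds placed in about 40 genes per size. In untreated knockout comparisons, 92.5 to 100% of genes changed by a log2 of 1 in either direction were recovered. Under oxaliplatin, a log2 of 4 was recovered for 13 of 40 genes in RKO knockout (17990 genes run), 39 of 40 and 7 of 40 in SW620 knockout at 0.38 and 0.5 µM (19096 and 19090), 0 of 38 in RKO activation (18770), and 21 of 40 and 23 of 40 in SW620 activation (18750 and 18714). With bins of the control count the numbers in the same order were 40 of 40, 40 of 40, 17 of 40, 2 of 38, 39 of 40 and 39 of 40. Between 1 and 13 unchanged genes were called per comparison. Of 22 or 23 unchanged gene lists, 0 to 4 were called per comparison. The SD of non-targeting guides was 12.3, 14.0 and 23.4 times the counting SD in the 3 treated knockout comparisons and 10.0, 4.93 and 5.12 times in the treated activation comparisons, so scatter between guides was far above counting error. Pseudo-genes drawn from non-targeting guides passed in 2 comparisons, SW620 knockout at 0.5 µM and untreated RKO knockout over day 0. Calculations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.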

Results

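Pooled CRISPR screens were run in RKO and SW620, 2 established human colorectal carcinoma lines, to find genes whose loss or raised expression changed how cells fared under oxaliplatin, a platinum drug that crosslinks DNA and is used against colorectal cancer. Each line carried either a knockout library (Brunello, with Cas9) or an activation library (Calabrese, with dCas9-VP64, which raises transcription at the promoter a guide binds). Cells were sampled at day 0 and after 20 days with or without the drug, at 1.9 µM in RKO and at 0.38 and 0.5 µM in SW620. The 14 libraries fell into 14 conditions of 1 library each. The knockout screens counted 77441 guides, directed at 19114 genes and including 1000 non-targeting guides. The activation screens counted 56762 guides, directed at 18886 genes and including 496 non-targeting guides.

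Depth differed between libraries, and counts were concentrated in fewer guides in several treated libraries. In RKO knockout, 31699260, 34540094 and 33836491 counts were deposited for day 0, untreated day 20 and oxaliplatin. The SW620 knockout libraries held 69526489, 47429044, 60975128 and 62598725 counts for day 0, untreated day 20, 0.38 µM and 0.5 µM. The RKO activation libraries held 57502347, 32887159 and 28073257 counts. In SW620 activation the totals were 22152626, 3647823, 26141162 and 11898882, so that the untreated library had a median of only 62 counts per guide. The treated RKO activation library had the lowest median, 21 counts per guide. The top 1% of guides held 41.4% of counts in treated RKO knockout, 52.8% in treated RKO activation and 31.5% in SW620 knockout at 0.5 µM, against 2.16 to 3.88% in the untreated libraries. In treated RKO activation 8101 guides (14.3%) had 0 counts and 458 guides held 50% of all counts. No condition had a replicate library, so every test below compares the 2 libraries named and not the conditions, and no difference was checked against the spread between cultures.

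SLC43A1, which encodes a membrane transporter of large neutral amino acids and is the gene the series is named for, had the largest median enrichment of any tested gene in all 3 knockout comparisons. In RKO its 4 guides rose by a median log2 of 12.66 under oxaliplatin, with single guides between 12.57 and 13.13. In SW620 the 4 guides rose by a median of 8.26 at 0.38 µM (7.48 to 8.54) and of 11.09 at 0.5 µM (10.61 to 11.57). Together these 4 of 77441 guides held 16.8% of all counts in the treated RKO library (95% Wilson interval 16.8 to 16.8%). They held 2.02% (2.02 to 2.03%) and 5.21% (5.21 to 5.22%) in SW620 at 0.38 and 0.5 µM, against 0.00586% and 0.00937% in untreated RKO and SW620. Without drug the same guides moved by medians of -0.15 in RKO and 0.40 in SW620 between day 0 and day 20. The permutation p was 5e-07 in each of the 3 treated comparisons, the smallest that the random rank sets can give, with adjusted p of 0.00102, 0.00955 and 0.00955.

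In the activation screens the SLC43A1 guides lay at the other end of the range, although the gene did not pass the threshold in any of the 3 comparisons. In SW620 at 0.38 µM, 2 of its 3 guides had 0 counts, at least 140-fold and at least 116-fold lower than untreated against a floor of 3 counts in that library, and the third had 4 counts. The median log2 fold was -5.24, a value of a guide at 0 that depends on the pseudocount, the permutation p of 1.8e-05 was the smallest among depleted genes, and the adjusted p was 0.278. At 0.5 µM the 3 guides had 0, 17 and 2 counts, the first at least 18.8-fold lower, with a median of -3.99 that depends on the pseudocount in the same way (permutation p = 0.00426, adjusted 0.787). Adjusted over the list alone of 37 amino acid transporters, SLC43A1 passed at both SW620 doses. In RKO all 3 guides had 0 counts, at least 9.10-fold, 21.8-fold and 3.23-fold lower, with a median of -5.32 that likewise depends on it (permutation p = 0.0736, adjusted 0.965). In that library 67 of 18593 genes (0.360%) had all their guides at 0, so these counts could not rank SLC43A1 among them. The SW620 result at 0.38 µM passed under 5 of 13 settings, among them a pseudocount of 1 and day 0 as the control.

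**Figure D1:**
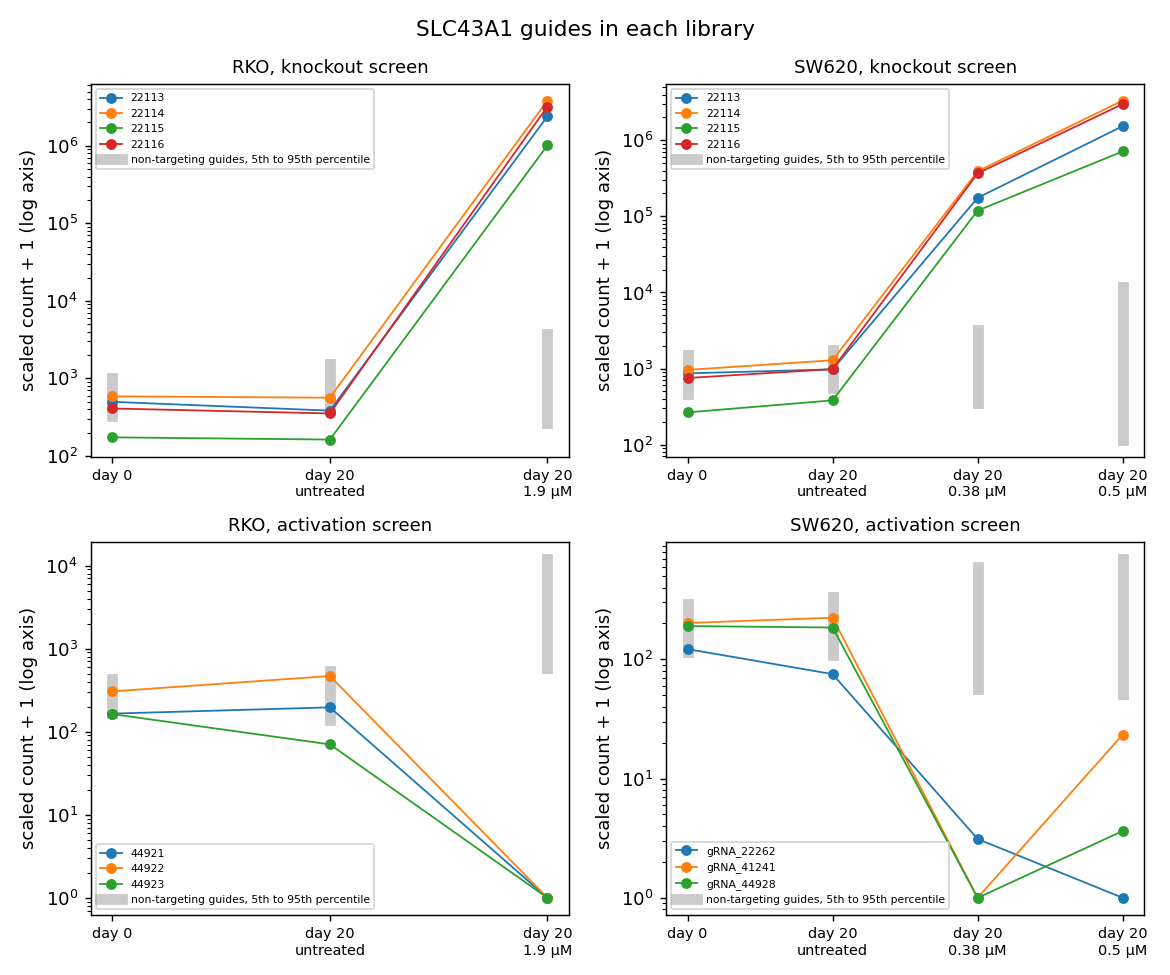
Scaled counts plus 1 (log axis) of each SLC43A1 guide in every library of the 4 screens, with lines joining 1 guide across libraries and grey bars spanning the 5th to 95th percentile of non-targeting guides. The 4 knockout guides lie far above the grey bar in the 3 oxaliplatin libraries, and the SW620 activation guides lie below it under oxaliplatin. In treated RKO activation most targeting guides lie below that bar, not SLC43A1 alone.

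In RKO knockout, guides against 70 of 18441 genes rose under 1.9 µM oxaliplatin and guides against 1 gene fell. After SLC43A1, CDKN1A, which encodes the cell cycle inhibitor p21, rose by 11.11 in 4 of 4 guides. KEAP1, the adaptor that marks the antioxidant regulator NRF2 for degradation, rose by 8.81. MBTPS2 and MBTPS1, the proteases that release the sterol-responsive transcription factors from their membrane precursors, rose by 6.56 and 5.83. CSNK2B, the regulatory subunit of casein kinase 2, rose by 5.73, HSD17B12, an enzyme of long-chain fatty acid elongation, by 5.27, SKP1, a core subunit of cullin ubiquitin ligases, by 4.07, and RANBP1, a cofactor of the Ran GTPase, by 3.46. These genes had the smallest permutation p that could be reached and an adjusted p of 0.00102. BRAF, a kinase of growth factor signalling, rose by 2.16 (adjusted p = 0.063). CCND2, a D-type cyclin, fell by 2.12 with 4 of 4 guides below 0 (adjusted p = 0.0461). The next depleted genes, ABCB8 at -1.67, ING5 at -1.89, ATP6V0A1 at -2.40 and TMEM200A at -2.29, did not pass (adjusted p = 0.154 each).

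Calls in this comparison depended on how folds were standardised against count, so they were set against 3 other ways of doing so. SLC43A1, CDKN1A, KEAP1, CSNK2B, HSD17B12, MBTPS1, MBTPS2 and RANBP1 passed in all 4. Bins of the control library's count gave 56 enriched genes, of which 23 were among the 70, and BRAF, SKP1, FOXRED1 and the named subunits of respiratory complex I no longer passed. Against day 0 in place of untreated day 20, 6 genes were enriched and 4 of the 70 kept, with KEAP1, CSNK2B, HSD17B12, MBTPS1, MBTPS2 and RANBP1 no longer passing (adjusted p = 0.239 to 1).

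Knockout of respiratory complex I, the first enzyme of the mitochondrial electron transport chain, stood apart in RKO. Of 46 members tested, 40 had a median above 0 and 6 rose past the threshold over all genes, with 30 passing when adjusted over the list alone. The share above 0 was 87.0%, against 76.2 to 81.8% in the other growth lists, so the sign count alone did not set complex I apart. NDUFS1 rose by 3.93, NDUFV1 by 3.92 and NDUFS8 by 3.86, and the assembly factor FOXRED1 by 4.12 with 3 of 4 guides above 0. The list median lay 1.01 above that of random lists matched on the untreated count, outside the central 95% of 10000 such lists. These guides had been depleted without drug, and against day 0 the treated list still lay below random lists, at -0.81, so the shift was a smaller depletion than in untreated cells. Among the genes of the mitochondrial ribosome, MRPL15 rose by 3.42 and MRPS5 by 0.76 (adjusted p = 0.0875), while the list shift of 0.31 lay inside the random range. MRPL15 passed under 2 of 4 ways of standardising folds and MRPS5 under 1 of 4. Against day 0 their medians lay below 0, at -1.25 and -1.66.

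Other lists moved in both directions in RKO knockout. Genes of the Fanconi anaemia pathway, which repairs DNA crosslinks, lay -0.997 from their random lists, with 4 of 22 members above 0 and UBE2T, BRIP1 and APITD1 passing when adjusted over the list alone. Translesion synthesis lay at -0.63, nucleotide excision repair at -0.48, where only ERCC5 (-2.30) passed over the list alone, and homologous recombination at -0.39, with no member passing. None of these repair genes passed over all genes. Suppressors of mTORC1, the growth-promoting kinase complex, lay at 0.60, with TSC1, TSC2, NPRL2, KPTN, C12orf66 and STK11 passing over the list alone. Hippo pathway suppressors lay at 0.68 with 15 of 19 members above 0 and no member called. Apoptosis genes and amino acid transporters each lay at 0.38, with MCL1 and, beside SLC43A1, SLC16A10 passing as enriched over their list alone. Members of the apoptosis list were not separated by whether they promote or restrain cell death, so its shift has no reading in that respect. Complex I and these 8 lists lay outside the central 95% of random lists, a description of these libraries with no p-value attached. In data simulated for this comparison 3 of 22 unchanged lists also lay outside it. Without the count filter the shifts of nucleotide excision repair and homologous recombination lay inside the random range.

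Further RKO knockout lists lay inside that range. Their shifts were 0.28 for mTORC1 activators, 0.14 for platinum and copper transport, 0.14 for replication fork proteins, 0.11 for cytosolic ribosomal proteins, 0.03 for the Wnt pathway and 0.02 for olfactory receptors. They were -0.07 for mismatch repair, -0.13 for the ATR checkpoint, -0.21 for RNA polymerase I and rRNA factors, -0.25 for glutathione and NRF2 genes, -0.27 for end joining and -0.38 for the proteasome. Only 11 cytosolic ribosomal genes had enough counts to be tested there.

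In SW620 knockout at 0.38 µM, guides against 6 of 19093 genes rose and guides against 2 fell. Beside SLC43A1 these were EIF2AK4 at 3.77, which encodes the kinase GCN2 that senses uncharged tRNA when amino acids run short (adjusted p = 0.0143), NF2 at 2.54, a Hippo pathway tumour suppressor (0.0509), and WDR20 at 4.17, a cofactor of deubiquitinases (0.0592). PPL rose by 2.58 (0.0592) and ATPAF1, an assembly factor of the mitochondrial ATP synthase, by 2.38 (0.0764). RAD18, the ubiquitin ligase that starts translesion synthesis, fell by 2.90 (adjusted p = 0.0668), and PHF10, a chromatin remodeller subunit, fell by 2.10 (0.0859). ARAP2 at -4.21, UBALD2 at -1.58 and CDKL2 at -2.19 followed without passing (adjusted p = 0.311 each). SLC43A1, EIF2AK4 and WDR20 passed under all 4 ways of standardising folds, whereas NF2, PPL and ATPAF1 passed only under the one used here, and RAD18 and PHF10 under 2 of 4. Against day 0, EIF2AK4 and WDR20 no longer passed (adjusted p = 0.701 and 0.532).

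Fanconi anaemia genes also lay low in SW620 at 0.38 µM, at -0.89 from random lists. Of 22 members 8 passed as depleted when adjusted over the list alone (FANCA, FANCI, FANCL, C19orf40, UBE2T, STRA13, APITD1 and USP1), and none passed over all genes, including C19orf40 at -3.06 and USP1 at -3.60. Homologous recombination lay at -0.69, with EXO1 and MUS81 passing over the list alone. Cytosolic ribosomal proteins lay at -0.69, RNA polymerase I and rRNA factors at -0.37 and the mitochondrial ribosome at -0.22, although RPL3 and RPL10 passed in the enriched direction over the list alone. The Wnt pathway lay at 0.35, where BCL9L (2.18) and MYC (2.03) were among 3 members up and 1 down over the list alone. Apoptosis genes lay at 0.26. These 7 lists lay outside the central 95% of random lists. The mitochondrial ribosome moved to 0.038 when random lists were matched on the other line's depletion.

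In SW620 knockout at 0.5 µM, SLC43A1 was the only gene of 19091 that rose, and LDOC1L (-1.52) and AP1S1 (-4.29), a subunit of a clathrin adaptor, fell (adjusted p = 0.0859 each). NYAP1, POLR2D, SPATA5L1 and HIST1H2BK did not pass in the enriched direction (adjusted p = 0.191 to 0.23), nor TMBIM4 and LRFN1 in the depleted direction (0.246 and 0.279), where LRFN1 had a median of 0.08. The SD of non-targeting guides was 23.4 times the SD from counting. Pseudo-genes were drawn in 20 regroupings of the same 992 non-targeting guides, so they are not independent. Of these, 12 of 4960 (0.242%) passed as depleted, against 2 of 19091 genes. The 2 depleted calls thus do not stand above this control. The 2 depleted genes passed under 1 of 4 ways of standardising folds. WDR20 was also enriched with bins of the control count and with unstandardised folds, though not under the way used here. Of the 6 genes enriched at 0.38 µM, 5 passed as enriched here when adjusted over those 6 alone, over the same untreated library. The only list outside its random range was the olfactory receptors, which these cells are not expected to need, at -0.21. The Fanconi anaemia list lay at -0.77, the Wnt pathway at 0.71 and nucleotide excision repair at 0.76, each inside that range.

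The 2 SW620 doses were compared directly. No knockout gene of 19013 and no activation gene of 18731 differed between 0.5 and 0.38 µM by the guide test, with unadjusted permutation p below 0.05 for 1106 and 984 genes (higher and lower) and for 924 and 972 genes. This does not show equal folds, because the bins of mean count include the treated libraries so strongly enriched genes are ranked among each other. SLC43A1, EIF2AK4 and WDR20 differed between doses by 3.06, 1.68 and 2.84, each with an adjusted p of 1 in that direction. WDR20 and EIF2AK4 had the largest medians after SLC43A1 at both doses, reaching 7.16 and 5.25 at 0.5 µM. Knockout medians at the 2 doses correlated across genes with a Spearman coefficient of 0.121. The doses share their untreated library, whose own scatter adds to this value by an unknown part, and genes are not independent replicates.

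**Figure D2:**
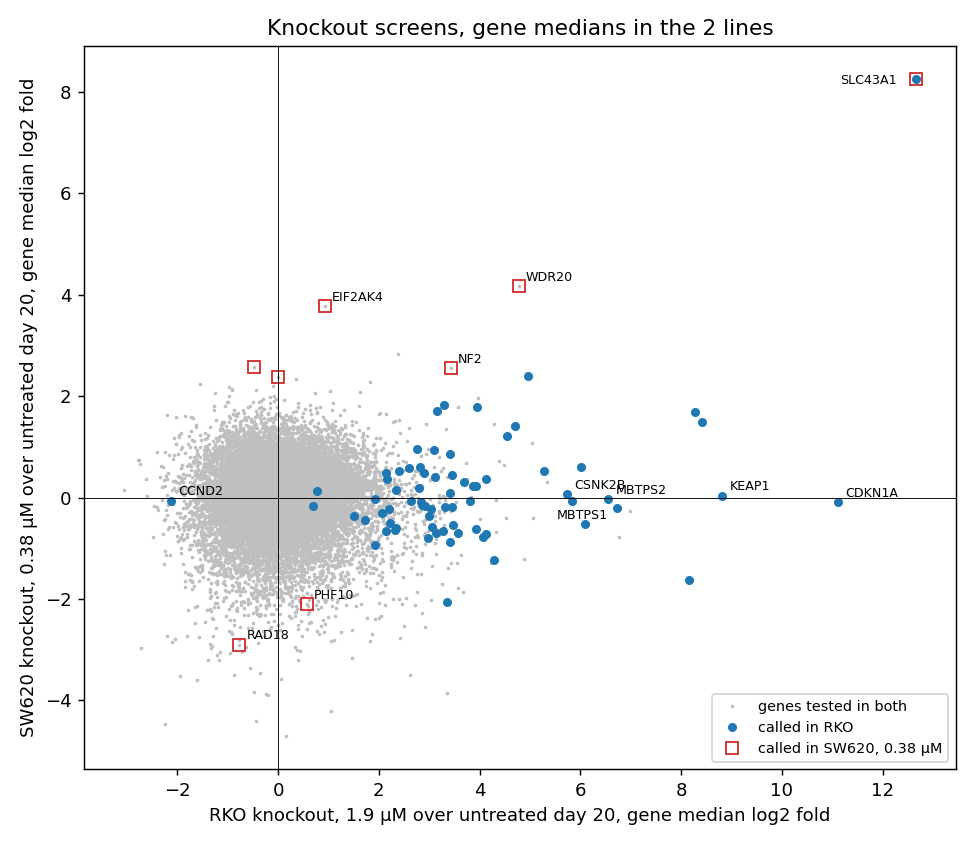
Median log2 fold of each gene's knockout guides under oxaliplatin over untreated day 20, in RKO at 1.9 µM (x axis) and in SW620 at 0.38 µM (y axis); grey dots are genes tested in both, blue dots genes called in RKO and red squares genes called in SW620. SLC43A1 lies at 12.66 and 8.26, and CDKN1A and KEAP1 lie far along the RKO axis only.

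SLC43A1 was the only gene called in both lines' knockout screens, where independent lists would share 0.0228 genes at 0.38 µM and 0.0038 at 0.5 µM. Of the 70 genes enriched in RKO, 32 (45.7%) had a median above 0 in SW620 at 0.38 µM, against 53.3% of all genes, and HEATR3 and HNRNPA2B1 were among those that passed there beside SLC43A1 when adjusted over those 70 alone. Gene medians of the 2 lines correlated with Spearman coefficients of 0.00823 and 0.0376 at the 2 SW620 doses. The difference between lines was itself tested over the guides the lines share. In this test 28 of 18434 genes were higher in RKO than in SW620 at 0.5 µM and 14 of 18432 than at 0.38 µM, and 0 genes were lower, with 1001 and 1219 genes (higher and lower) and 1062 and 1026 genes at unadjusted permutation p below 0.05. CDKN1A, CSNK2B, MBTPS2 and SCAP, the escort protein of the sterol-responsive transcription factors, were higher in RKO against both doses. SCAP differed by 7.60 and 7.33. The drug concentration and the depletion without drug also differed between lines, so line, dose and untreated depletion were not separated.

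Among the 28 genes, those in this paragraph were named after their values were seen, without a test of any group, and none of them was called against 0.38 µM. MAP3K4, MAP2K3 and MAPK14, successive kinases of the p38 cascade, differed by 6.11, 3.83 and 4.00 and had RKO medians of 5.05, 6.01 and 5.34. EEFSEC, PSTK and SEPHS2, which act in selenoprotein synthesis, differed by 3.93, 4.33 and 4.11. SUPT20H, TADA1 and TAF6L, subunits of the SAGA coactivator, differed by 3.15, 4.01 and 3.92. The RNA-binding proteins KHDRBS1, SRSF6, HNRNPF and HNRNPH1 differed by 8.21, 5.90, 4.32 and 3.63. DYRK1A, a kinase that promotes cell cycle exit, differed by 7.44, and AMBRA1, an adaptor for degradation of D-type cyclins, by 6.76. With bins of the control count, 3 genes were higher in RKO than in SW620 at 0.5 µM in place of 28, and 28 genes at 0.38 µM in place of 14.

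**Figure D3:**
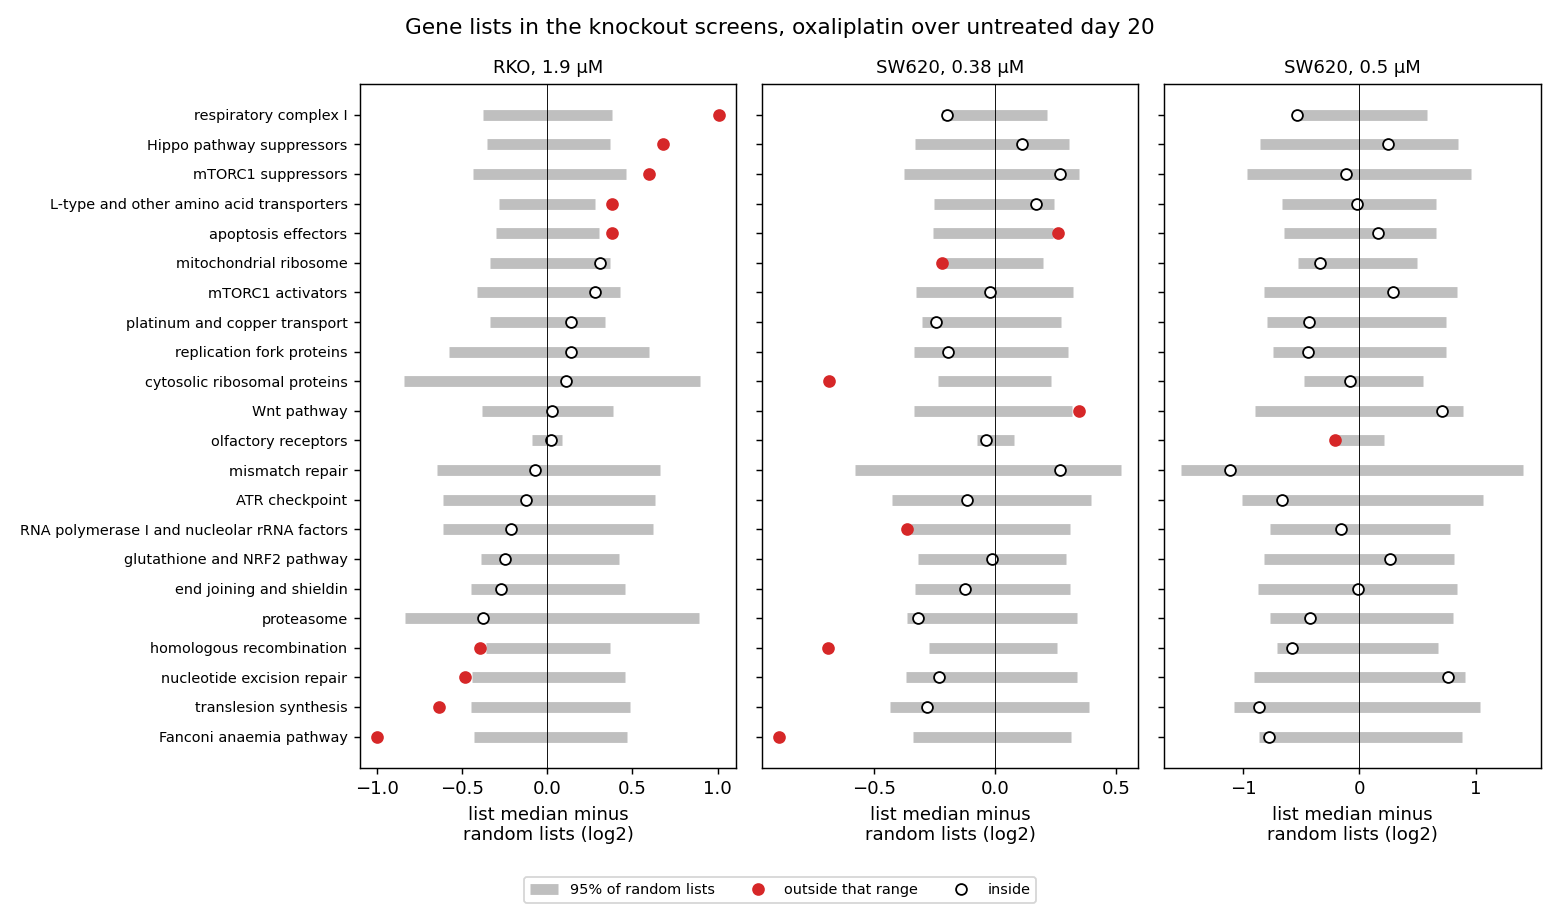
Shift of gene lists in the knockout screens, as the list's median log2 fold under oxaliplatin over untreated day 20 minus the median of random lists matched on the untreated count; grey bars span 95% of random lists, and red dots lie outside them. The Fanconi anaemia pathway lies at -0.997 in RKO and -0.89 in SW620 at 0.38 µM, and respiratory complex I at 1.01 in RKO.

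In SW620 activation, guides against 9 of 18767 genes rose at 0.38 µM and guides against 8 of 18763 rose at 0.5 µM, 5 of them at both doses. The shared genes were TMEM171 (5.50 and 4.88), RNF223 (5.06 and 3.42), PRDM1 (3.02 and 4.26), ETS1 (2.88 and 2.52) and ZNF296 (2.505 and 2.776). PRDM1 encodes a transcriptional repressor and ETS1 the founding ETS family transcription factor. Only at 0.38 µM did ADAMTS9 (2.81), BHLHE40 (2.18), CPEB1 (2.09) and PLSCR3 (2.09) pass, and only at 0.5 µM ZP2 (5.43), MSX1 (3.70) and ZNF800 (2.56). All 9 and all 8 had the same sign at the other dose, over the same untreated library, so these genes are not shown to be specific to a dose. MYT1 (-4.00, adjusted p = 0.00938) and METAP2 (-1.88, 0.0235), a methionine aminopeptidase, fell at 0.5 µM. At 0.38 µM 0 genes fell, and 981 genes had an unadjusted permutation p below 0.05. In data simulated for 0.38 µM, 0 of 39 genes lowered by a log2 of 2 were recovered, so this does not show a lack of effects. METAP2 passed under 1 of 4 ways of standardising folds and did not pass against day 0 (adjusted p = 0.235). MYT1 passed under 3 of 4 ways and against day 0.

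Both doses share their untreated library, so the overlap of 5 genes was not tested against independent lists. Those 5 genes had medians below 0 in that library over day 0, -0.81 for TMEM171, -1.09 for ZNF296, -1.67 for ETS1, -2.26 for RNF223 and -2.55 for PRDM1, of which ETS1 passed (adjusted p = 0.0406). Against day 0, only TMEM171 passed at 0.38 µM (adjusted p = 0.0798), and at 0.5 µM all 5 calls were lost (0.619 to 0.849). Gene medians of the doses correlated across genes at 0.186, a value to which the shared library also adds. TMEM171 passed at both doses under all 4 ways of standardising folds, while ETS1, PRDM1, RNF223 and ZNF296 did not pass with bins of the control count. With those bins ADAMTS9, BHLHE40, CPEB1 and PLSCR3 at 0.38 µM and MSX1 and ZNF800 at 0.5 µM also lost their calls. ZP2 then passed at both doses. That binning recovered 39 of 40 simulated genes raised by a log2 of 4 at each dose, against 21 and 23 of 40 for the one used here. At 0.38 µM the Fanconi anaemia pathway, at -0.49, and the amino acid transporters, at -0.46, lay outside their random range. Among the transporters SLC1A5, SLC7A13, SLC7A14 and SLC6A9 passed as depleted over the list alone beside SLC43A1. At 0.5 µM nucleotide excision repair lay at 0.61, and its member DDB2 passed as depleted over the list alone.

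In RKO activation, CCDC105 was the only gene of 18763 that passed, with a median of -4.82 and 1 of 3 guides above 0 (adjusted p = 0.0563), and 0 genes were enriched, with 1012 at an unadjusted permutation p below 0.05. In the depleted direction REXO4 (-3.57), C17orf75 (-2.66), FOSB (3.59) and CROCC2 (0.77) did not pass (adjusted p = 0.396 each). In the enriched direction SKA3 (-4.86), LATS2 (-1.86), CRYGA (-1.49), TNFRSF10B (-0.76) and ZNF524 (1.49) did not pass (0.646 each). For 6 of these 9 genes the median lay on the other side of 0 from the direction ranked, since folds are standardised within bins of count before ranking. CCDC105 passed under 1 of 4 ways of standardising folds. None of the 24 lists lay outside its random range, the nearest being homologous recombination at 1.09. In data simulated for this comparison, 0 of 38 genes raised by a log2 of 4 were recovered, so a lack of calls does not show a lack of effects.

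Non-targeting guides in the treated RKO activation library behaved unlike guides with a target. Their median count was 200 against 21 for the 56266 targeting guides, and 1 of 496 had 0 counts against 14.4% of targeting guides. At the 95th percentile the 2 kinds of guide were close, at 1683 and 1459 counts. In untreated RKO activation the medians were 618 and 547, and in SW620 activation at 0.38 µM 384 and 346. In the knockout libraries non-targeting guides already stood higher at day 0, at 810 against 348 in RKO and 1600 against 766 in SW620.

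**Figure D4:**
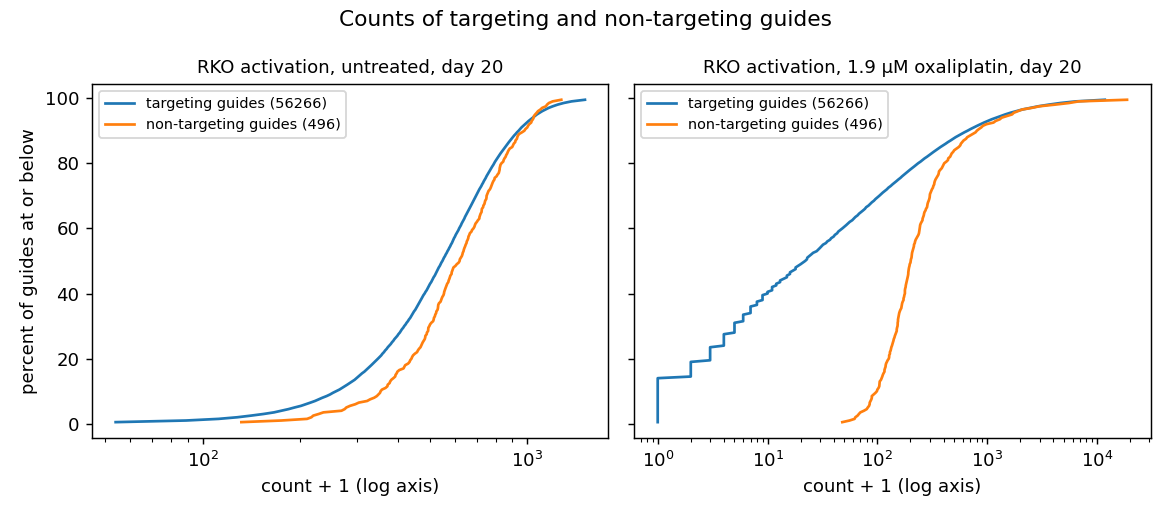
Percent of guides at or below each count plus 1 (log axis) in the untreated and the oxaliplatin-treated RKO activation libraries, for 56266 targeting and 496 non-targeting guides. The non-targeting curve starts far to the right of the targeting curve under oxaliplatin and joins it near the 95th percentile.

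Growth without drug was followed to see which guides were lost from untreated cells. Between day 0 and untreated day 20, guides against 1264 of 19077 genes fell in RKO and against 677 of 19100 in SW620. In RKO the shifts were -3.13 for replication fork proteins (17 of 35 members fell, 24 over the list alone), -3.09 for cytosolic ribosomal proteins (7 of 68, 8), -2.91 for RNA polymerase I and rRNA factors (13 of 32, 23), -2.53 for the mitochondrial ribosome (53 of 70, 67), -2.501 for the proteasome (1 of 29, 3) and -2.23 for complex I (24 of 48, 34). Among the members that fell were the helicase subunits GINS2 (-5.43) and MCM5 (-3.89), the complex I subunit NDUFV1 (-4.47) and MRPS16 (-3.95) of the mitochondrial ribosome. In SW620 the cytosolic ribosome lay at -0.89 (39 of 76 fell, 72 over the list alone), replication fork proteins at -0.67 (14 of 35, 32), RNA polymerase I factors at -0.61 (11 of 32, 22), the proteasome at -0.55 (9 of 31, 20) and the mitochondrial ribosome at -0.47 (12 of 70, 40). RPL13 (-1.75), GINS2 (-1.56) and the proteasome subunit PSMB4 (-1.40) fell there. Complex I lay at 0.15 in SW620, with 0 of 48 members called over all genes.

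In the activation screens without drug, guides against 21 of 18777 genes fell in RKO and against 34 of 18777 in SW620. In RKO these included KIF2C at -3.68, a mitotic kinesin, CCNE2 at -3.28, a cyclin of S phase entry, PLK4 at -2.89, the kinase of centriole duplication, and SLC7A11 at -2.33, the cystine importer. In SW620 they included TP73 at -3.81, a transcription factor, and EIF2AK2 at -2.22, the kinase activated by double-stranded RNA. Of the 6 growth lists, only the mitochondrial ribosome lay outside its random range, at 0.09 in RKO.

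Choice of scaling set where 0 lay in the treated libraries. The median over all guides moved from 0.03 to -1.27 in RKO knockout, from 0.07 to -0.36 and from -0.03 to -2.08 in SW620 knockout, and from -0.76 to -4.12 in RKO activation when total counts replaced the median ratio. In SW620 activation it moved from 0.01 to -0.33 and from 0.00 to -0.52. With the authors' values it lay at 0.01 in RKO activation, where 0 under the scaling used here is thus not the typical guide. The sign of a fold smaller than these moves depends on the scaling.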

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

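All tests of explanation in this part were chosen after the results were seen, except the first count and the scaling test for the growth lists (4 of 18 and 0 of 18); the test of the difference between lines was planned.

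Knockout folds of several named genes differed between RKO at 1.9 µM and SW620, by the test of the difference itself over shared guides, with RKO higher in each. Against SW620 at 0.5 µM the median guide differences were 11.32 for CDKN1A, 10.68 for KEAP1, 8.40 for MBTPS2, 7.98 for CSNK2B and 1.64 for SLC43A1 (permutation tests, adjusted p between 0.00132 and 0.00461). Against 0.38 µM they were 11.50 for CDKN1A, 6.78 for CSNK2B, 6.27 for MBTPS2, 4.97 for MBTPS1, 4.77 for HSD17B12 and 3.73 for RANBP1 (adjusted p between 0.00461 and 0.0941). At 0.38 µM SLC43A1 differed by a larger 4.53 and KEAP1 by 8.77 without passing (adjusted p = 1 and 0.411), so a call does not follow the size of the difference, and the 1.64 for SLC43A1 at 0.5 µM should not be read as a line effect. The lines received different concentrations, so the part of line and dose in these differences is confounded by the design. Untreated depletion also differed between lines: guides against 1264 genes fell in RKO and 677 in SW620, with GINS2 at -5.43 and -1.56. In untreated RKO, MBTPS1, MBTPS2, KEAP1, CSNK2B, HSD17B12 and RANBP1 lay between -4.39 and -2.04 over day 0. CDKN1A (-0.01) and SLC43A1 (-0.15) were not depleted in this way. The part of this depletion in the differences was not tested.

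The SLC43A1 guides rose in all 3 treated knockout libraries, and clonal expansion unrelated to the guide was weighed first. All 12 guide values, 4 in each library, lay above every non-targeting guide, which such expansion forbids. Faster growth of the knockout cells without drug was also excluded, since the larger of the lines' untreated medians was 0.403 on the log2 scale. A role of the gene's product in raising oxaliplatin sensitivity may account for the pattern: 6 of 6 SW620 activation guide values lay below the central 95% of non-targeting guides, the opposite direction to knockout. This remains a hypothesis found and tested on the same libraries, each without a replicate.

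In the treated RKO activation library, non-targeting guides stood above targeting guides. Harm from activating particular genes only was excluded, because guides against olfactory receptors lay -2.98 (95% range -3.48 to -2.62) from the non-targeting guides. Harm from targeting a promoter by 1 common factor was excluded too, as the log2 ratio of non-targeting to targeting counts was 3.19 (3.11 to 3.29) at the median and 0.21 (-0.31 to 0.60) at the 95th percentile. Admixed material holding only non-targeting guides cannot be told apart from harm of unequal size from targeting, which was not tested. Only 0.403% of non-targeting guides had fewer counts than the median targeting guide, which either would give. Treated counts of those below their median followed day 0 counts (Spearman 0.412), but no more than in the untreated library (0.476). No call relative to non-targeting guides in this library should be read as an effect of the drug.

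The 6 growth lists were followed under oxaliplatin in the 3 knockout comparisons, where only complex I in RKO and the cytosolic ribosome, the mitochondrial ribosome and RNA polymerase I factors in SW620 at 0.38 µM lay outside their random range. Counting all shifts, called or not, 4 of 18 lay above 0, but 10 of 18 did with lists matched on the other line's depletion, so this count alone does not exclude fewer cell divisions in all 3 comparisons. They were excluded for SW620, and with it as a cause common to all 3, since 0 of 12 shifts lay above lists matched on the day 0 count and 4 of 12 above lists matched on the other line's depletion. In RKO alone, fewer divisions could account for 6 of 6 lists lying above such lists while all 6 stayed below 0 over day 0. They were excluded as the whole cause of the complex I shift, which kept 38.2% (28.0 to 57.0%) of its untreated depletion against 67.2 to 78.1% for the other 5 lists. A scaling shift common to all guides is removed by construction when random lists are subtracted, so it cannot by itself produce these shifts. For the same reason 0 of 18 shifts changing sign under total counts or non-targeting scaling could not test it. The bound set beforehand was wrong. With total counts in place of the median ratio, RKO complex I lay at 1.14 against 1.01. In SW620 at 0.38 µM the cytosolic ribosome lay at -0.71 against -0.69. The mitochondrial ribosome there lay at -0.22 under both, and RNA polymerase I factors at -0.36 against -0.37. These values are shifts after the same subtraction, which largely fixes their stability beforehand. They therefore cannot test a common scaling shift, and no conclusion on it is drawn from them.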

How the results depend on the processing

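No paired analysis was possible because each condition had 1 library and no replicate numbers were shared, and for the same reason no replicate could be left out. The bins of the mean log2 count, the bins of the control library's count, unstandardised folds and random lists matched on the day 0 count were added after seeing the data, as were all alternatives for the differences between doses and between lines; the others were planned. SLC43A1 was called in the 3 knockout comparisons under all 13 settings in which it was tested. Calls in SW620 knockout at 0.5 µM and in RKO activation rested on few genes in scattered libraries. Counts of calls and signs that changed are given below by setting. The cause was not tested, except that looser and stricter thresholds change counts by construction. The untreated SW620 activation library was the shallowest, at 3647823 counts. Against day 0 it let 40 of 40 simulated genes raised by a log2 of 2 be recovered and 24 of 40 raised by 1. As the control for oxaliplatin it let 0 of 40 raised by a log2 of 2 be recovered at each dose. Of those lowered by 2, 0 of 39 were recovered at 0.38 µM and 1 of 39 at 0.5 µM. Under oxaliplatin the SD of non-targeting guides was 4.93 to 23.4 times the counting SD. In treated RKO activation 14.3% of guides stood at 0 while 458 guides held 50% of the counts.

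For RKO knockout under oxaliplatin (70 enriched, 1 depleted), 120 genes were enriched and 5 depleted without each gene's most extreme guide, 12570 and 0 with ranks among non-targeting guides, 6 and 391 against day 0, and 254 and 11 at an adjusted p threshold of 0.25. The threshold of 0.05 gave 42 enriched genes, the mean score 2 depleted genes and unstandardised folds 0 depleted genes.

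For SW620 knockout at 0.38 µM (6 enriched, 2 depleted), ranks among non-targeting guides gave 7198 enriched and 1 depleted, day 0 gave 1 and 53, and the threshold of 0.05 gave 2 and 0. Bins of the mean log2 count gave 3 enriched genes. Depleted genes numbered 5 without the most extreme guide, 1 with scaling on non-targeting guides, and 0 with unstandardised folds, a pseudocount of 1 or bins of the control count.

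For SW620 knockout at 0.5 µM (1 enriched, 2 depleted), enriched genes numbered 6 with total counts, 9 without the most extreme guide, 14713 with ranks among non-targeting guides, 12 at the threshold of 0.25, 3 against day 0, 2 with unstandardised folds or scaling on non-targeting guides, 5 with bins of the mean log2 count and 7 with bins of the control count. Depleted genes numbered 4 at the threshold of 0.25, 1 with total counts, a pseudocount of 1 or without the most extreme guide, and 0 with the mean score, ranks among non-targeting guides, the threshold of 0.05, unstandardised folds, scaling on non-targeting guides, either other binning or no filter.

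For RKO activation (0 enriched, 1 depleted), ranks among non-targeting guides gave 62 and 230. Enriched genes numbered 2 with unstandardised folds and 1 with either other binning or the authors' normalized values. Depleted genes numbered 2 with scaling on non-targeting guides, and 0 with total counts, the mean score, the most extreme guide left out, the threshold of 0.05, day 0, unstandardised folds, a pseudocount of 1, either other binning or the authors' values.

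For SW620 activation at 0.38 µM (9 enriched, 0 depleted), enriched genes numbered 44 with ranks among non-targeting guides, 14 at the threshold of 0.25, 4 against day 0, 21 with unstandardised folds and 5 with bins of the control count. Depleted genes numbered 8 against day 0, 2 with the mean score, and 1 with unstandardised folds, a pseudocount of 1 or either other binning. SLC43A1 passed there as depleted against day 0 at -5.28, with a pseudocount of 1 at -7.53, and with the mean score, unstandardised folds or bins of the control count at -5.24, with adjusted p between 0.00938 and 0.883 over all settings. At 0.5 µM (8 enriched, 2 depleted), enriched genes numbered 57 with ranks among non-targeting guides, 13 at the threshold of 0.25, 0 against day 0 and 15 with unstandardised folds. Depleted genes numbered 6 with ranks among non-targeting guides, 1 with the mean score or bins of the mean log2 count, and 0 with unstandardised folds.

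Genes lost by untreated day 20 in RKO knockout (1264) numbered 640 with the mean score, 6353 with ranks among non-targeting guides, 2019 with unstandardised folds and 778 with bins of the mean log2 count. In SW620 knockout (677) they numbered 451 with the mean score, 6768 with ranks among non-targeting guides, and 436 and 1105 at thresholds of 0.05 and 0.25. In RKO activation (21) they numbered 10 with the mean score and 62 with ranks among non-targeting guides, and in SW620 activation (34) 148 with those ranks and 64 at the threshold of 0.25.

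Between the SW620 doses (0 genes), 1 activation gene differed with either other binning and 1 knockout gene with bins of the control count. Between RKO and SW620 at 0.5 µM (28 higher in RKO), 12 were higher with unstandardised folds and 3 with bins of the control count. At 0.38 µM (14 higher, 0 lower), 22 were higher with total counts, 38 with unstandardised folds, 8 with a pseudocount of 1, 35 with bins of the mean log2 count and 28 with bins of the control count, which also gave 1 lower. Of 144 list shifts under oxaliplatin, 22 were called, 41 against day 0 and 35 with random lists matched on the day 0 count.

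With total counts signs turned for MRPS5 (-0.35) in RKO knockout, HIST1H2BK (-1.58), LRFN1 (-1.99), POLR2D (-1.38) and SPATA5L1 (-1.19) in SW620 knockout at 0.5 µM, and CROCC2 (-2.80), FOSB (-0.0080) and ZNF524 (-1.81) in RKO activation. With scaling on non-targeting guides they turned for HIST1H2BK (-0.50), LRFN1 (-0.89), POLR2D (-0.34), SPATA5L1 (-0.12), CROCC2 (-1.49) and ZNF524 (-0.63). Without the most extreme guide they turned for HIST1H2BK (-0.30), LRFN1 (-0.62), C17orf75 (0.54), LATS2 (0.44) and ZNF524 (-1.0005). Against day 0 they turned in RKO for MRPL15 (-1.25), MRPS5 (-1.66), NDUFS1 (-0.65), NDUFV1 (-0.76) and complex I (-0.81), and in SW620 at 0.5 µM for POLR2D (-0.67) and SPATA5L1 (-0.45). With random lists matched on the other line's depletion, the mitochondrial ribosome turned in SW620 at 0.38 µM (0.038) and untreated (0.0078), as did mTORC1 activators untreated (0.012).

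Of the 75 results for named genes, 69 kept their direction and side of the threshold with no filter, 73 with the authors' values, 71 with a pseudocount of 1 and 33 against day 0, where 36 lost their call and 6 turned. Bins of the control count kept 44 and lost 31 calls, unstandardised folds kept 55 and lost 20, and bins of the mean log2 count kept 63 and lost 10. Leaving out genes lost in the other line kept 71 of the 71 that could be tested.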

Other observations

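The genes in this part were chosen after their values were seen, and no explanation of them was tested. In RKO knockout, guides against the D-type cyclin gene CCND2 fell by 2.12 under oxaliplatin, while the medians of AMBRA1, an adaptor for degradation of D-type cyclins, and of RB1, the retinoblastoma protein, were 6.77 and 3.10. The medians of DYRK1A and of the splicing regulators HNRNPF and KHDRBS1 were 8.42, 8.27 and 6.73 in RKO, against 1.45, 3.41 and -1.23 in SW620 at 0.5 µM.

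Several RKO genes that rose under oxaliplatin had been lost without drug. Untreated medians over day 0 were -4.39 for MBTPS1, -3.54 for MBTPS2, -2.97 for SCAP, -2.97 for KEAP1 and -2.84 for CSNK2B, against -0.01 for CDKN1A. Activation of MYC, which was not called, had medians of -4.41 and -2.82 in SW620 at 0.38 and 0.5 µM, against knockout medians of 2.03 and -0.68 at the same doses. GCLC, the rate-limiting enzyme of glutathione synthesis, had knockout medians of -1.93 and -2.67 in SW620 at the same doses and did not pass over all genes. Over its list alone it passed as depleted in SW620 at 0.38 µM and as enriched in RKO, and RKO minus SW620 was 2.93 and 3.03 against 0.38 and 0.5 µM (adjusted p = 0.274 and 1).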
